A study of Homo sapiens with 3 samples (transcriptomic, total RNA). Its data were reported in "Cancer-associated DDX3X mutations drive stress granule assembly and impair global translation" (2016).

How the data were processed

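Ribosome profiling (sequencing of the mRNA fragments that ribosomes protect from nuclease) was carried out in HEK293T cells, a human embryonic kidney line, transfected for 24 h with empty vector, FLAG-tagged wild-type DDX3X or FLAG-tagged DDX3X G325E. Per the labels, cells received harringtonine, which holds initiating ribosomes at start codons, at 2 µg/ml for 90 s before cycloheximide, which halts elongating ribosomes, at 100 µg/ml. The study's own methods mention only cycloheximide, and which description applies could not be settled from the files. There was 1 library per construct (no replicates), and each sample was placed in its group by its title.

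The deposited files were lists of ribosome peaks, 1 list per sample, called by the authors in each sample separately. As the study describes it, adapters were trimmed, short reads were dropped, reads were aligned with BWA to NCBI Build 37 together with RefSeq, exon-junction and AceView sequences, duplicates were removed, and peaks were called where base coverage from Bambino reached a cut-off. The authors then refined and merged peaks and reviewed them by eye. HOMER annotated them, per the layout of the files, in a version that is not stated. Each row gave a peak's position, strand, annotated region, distance to the nearest transcription start site and nearest gene. The lists held no height, read count or score, so read depth is not in the files analysed here. The number of peaks is given for each sample instead, and it is not a measure of read depth. Shares of peaks, and numbers scaled between samples, were compared in place of raw numbers.

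The vector list held 11219 peaks, the wild-type DDX3X list 19920 and the DDX3X G325E list 15680. Peaks were numbered by the authors. Numbers ran to 13171 in the vector list with 1952 missing (14.8%), to 23019 in the wild-type list with 3099 missing (13.5%), and to 15680 in the G325E list with 0 missing. What the missing rows held is not in the files analysed here. Peaks of no length (163, 272 and 236 in vector, wild-type and G325E) were kept, and were taken as 1 base in overlaps.

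Regions were those of the authors' HOMER annotation, with its exon class taken as coding sequence. That annotation places a peak near a transcription start or end site in a promoter-TSS or TTS class before it considers the 5′-UTR or 3′-UTR, so many UTR peaks lie outside the 3 regions compared. Shares were taken over the peaks in the 5′-UTR, coding and 3′-UTR classes, with 95% binomial intervals by Wilson's method. The smallest share these peak numbers can show (3 peaks) was 0.048% in vector, 0.026% in wild-type and 0.042% in G325E. Peaks were assigned to the gene of the RefSeq transcript in their annotation.

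Positions along the coding sequence were computed here by placing each peak's midpoint on the GENCODE release 44 canonical transcript, lifted to GRCh37, the build of the files. The GC content of a peak was measured in the 31 nt of GRCh37 around its midpoint. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

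Differences in peak share and in mean coding position were tested by permutation, swapping the labels of the 2 samples within each gene in 100000 resamples (two-sided, so that the smallest possible p is 1e-05). Intervals of differences came from 2000 resamplings of genes. The per-gene log2 ratio of 5′-UTR to coding peaks used a pseudocount of 0.5 and genes with at least 1 peak in both samples, and was tested by flipping the sign of each gene's difference. These tests take the gene as the unit and say nothing of the variation between cultures. The 15 tests were adjusted together by the Benjamini-Hochberg method. Peak overlap (at least 1 bp) and per-gene peak numbers, scaled to the same total, were described without a test.

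The tests were tried on simulated peaks, 100 times per setting. Each gene took its mean peak number over vector and wild-type, split between the samples equally or in the ratio of their totals. With no change and equal peak numbers, the share test gave p under 0.05 in 5.0% of simulations, and with the ratio of wild-type to vector in 3.0%. With the 5′-UTR odds of 200 genes raised 4-fold, it did so in 93.0%, with a mean estimate of 1.684 percentage points for a true difference of 1.709. The per-gene log2 ratio failed this trial. With no change and the ratio of wild-type to vector it gave p under 0.05 in 100.0% of simulations, with a mean difference of −0.4733. A gene with more peaks is pulled less by the pseudocount. A version that first thins each gene to the same number of peaks in both samples did so in 5.0%, and it was added after this was seen.

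Named genes were fixed beforehand: DDX3X, the genes SET, HELLS, GNB2L1, HNRNPA2B1 and PNN whose proteins the study assayed, EEF1A1, and the 5 genes with the largest rise in 5′-UTR share in G325E over the higher of the other samples, among those with at least 10 peaks in each sample (50 genes).

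Alternatives fixed before the files arrived were weighting peaks by length, keeping peaks of at least 20 or 30 bp, taking the 11219 longest peaks of each sample, keeping genes with peaks in all 3 samples, leaving out the 1% of genes with the most peaks, ribosomal protein genes or mitochondrial and unplaced chromosomes, other tests (Fisher's exact test over peaks, or swaps within chromosomes), other pseudocounts, minimums and overlap rules, and other scaling. The alternatives added after the data had been seen were counting promoter-TSS peaks as 5′-UTR and TTS peaks as 3′-UTR, regions from canonical transcripts, peaks on the gene's strand only, comparison within classes of equal GC content (Mantel-Haenszel weighting), and thinning. Every alternative for the named genes was also added then. The GC classes were combined with genes in all 3 samples, and with canonical regions, in a further round after the result of the GC classes alone was known. The count of genes at least 2-fold higher or lower as the summary of per-gene peak numbers was also chosen after the files arrived, and the DDX3X codon range was limited to coding peaks after a 3′-UTR peak was found in it. Random seeds were changed from 1 per setting to 1 per result during the work, which moved the p of the 3′-UTR share of G325E against wild-type across the threshold of 0.05. The study's separate lists of DDX3X targets, its RNA-seq and its CLIP-seq were not analysed here.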

Results

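Ribosome-protected fragments were collected from HEK293T cells expressing empty vector, wild-type DDX3X or DDX3X G325E, a substitution in this RNA helicase found in medulloblastoma. There was 1 library for each construct (no replicates), so every comparison below rests on differences across genes and none can be set against the spread between cultures. The files listed 11219 ribosome peaks in vector, 19920 in wild-type and 15680 in G325E. Median peak length was 29 bp in vector and wild-type and 30 bp in G325E. Of these peaks, 6254 in vector (1443 genes), 11620 in wild-type (2257 genes) and 7089 in G325E (1599 genes) were annotated to a 5′-UTR, coding sequence or 3′-UTR. Read depth is not in the files analysed here, and the vector and wild-type lists lack 14.8% and 13.5% of the peak numbers they run to, whereas the G325E list lacks 0.

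Peaks on DDX3X itself, the gene that the constructs express, were counted first (GRCh37, chromosome X, 41193415 to 41209527, plus strand, 17 exons in the canonical transcript). The vector sample had 0 peaks there, wild-type had 31 coding and 1 3′-UTR peak, and G325E had 9, all coding (no replicates). Coding peaks in wild-type ran from codon 25 to codon 647, with 14 of 31 in the first 50% of the coding sequence. Those in G325E ran from codon 486 to codon 615, with 0 of 9 in the first 50%.

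**Figure D1:**
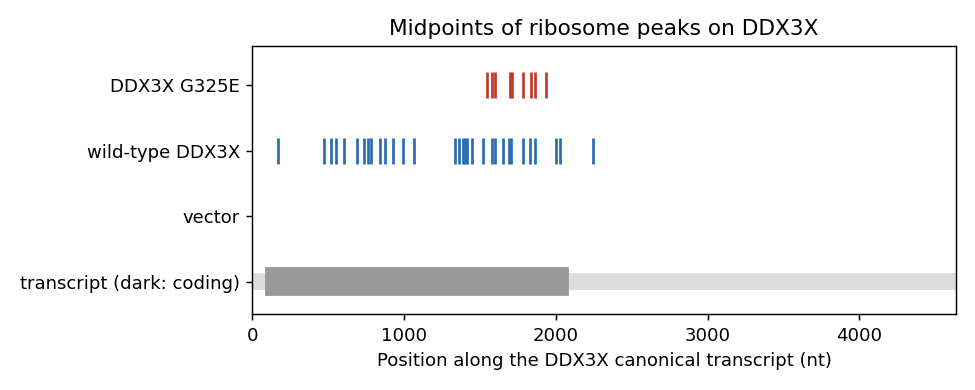
Midpoints of ribosome peaks (vertical marks) along the DDX3X canonical transcript in nucleotides, with the coding sequence as the dark box and a row for each sample. Vector has 0 peaks, wild-type DDX3X has peaks along most of the coding sequence, and the 9 peaks of DDX3X G325E lie between codons 486 and 615.

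To determine whether mutant DDX3X altered where ribosomes sit on mRNAs, the share of peaks in each region was compared. In vector, 9.07% of the 6254 peaks lay in 5′-UTRs (95% Wilson interval 8.38 to 9.80), 88.74% in coding sequence (87.94 to 89.50) and 2.19% in 3′-UTRs (1.86 to 2.58). Wild-type DDX3X gave 8.85% (8.34 to 9.38), 88.44% (87.85 to 89.01) and 2.71% (2.43 to 3.02) of 11620 peaks for the same regions. In G325E, 19.17% of 7089 peaks lay in 5′-UTRs (18.27 to 20.10), 78.64% in coding sequence (77.67 to 79.58) and 2.19% in 3′-UTRs (1.87 to 2.55).

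**Figure D2:**
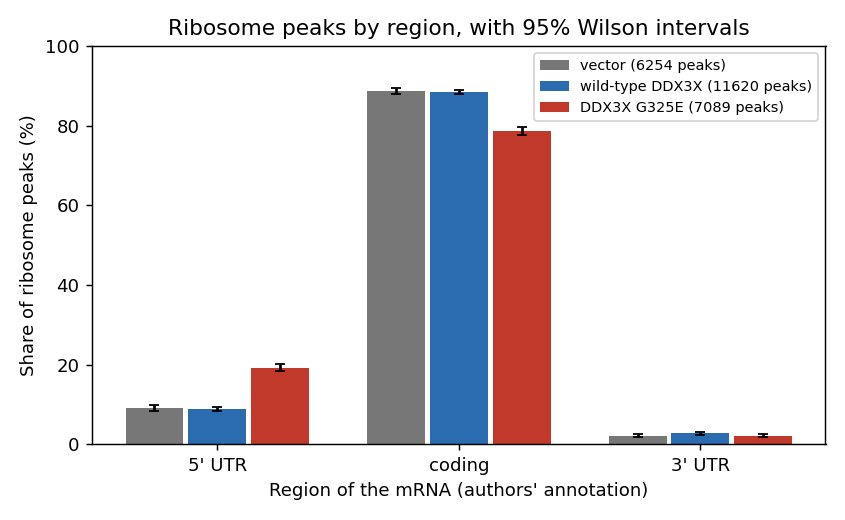
Share of ribosome peaks (percent) in 5′-UTRs, coding sequence and 3′-UTRs for each sample, with 95% Wilson intervals over peaks as error bars (1 library each). The 5′-UTR bar of DDX3X G325E stands at 19.17%, above vector at 9.07% and wild-type DDX3X at 8.85%.

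The 5′-UTR share was 10.32 percentage points higher in G325E than in wild-type (95% interval 9.04 to 11.76 over 2642 genes, permutation p = 1e-05, the smallest the 100000 resamples can give, adjusted 2e-05 over the family of 15 tests). Against vector the rise was 10.10 points (8.61 to 11.56 over 2075 genes, permutation p = 1e-05, adjusted 2e-05). The alternative that moved the first value most counted promoter-TSS peaks as 5′-UTR, which gave 20.74 points. It also relabels coding peaks: 19.9% of promoter-TSS peaks in G325E and 25.7% in wild-type lay in canonical coding sequence. The difference from vector moved most within classes of equal GC content over genes with peaks in all 3 samples. There it was 1.26 points (0.12 to 2.47, permutation p = 0.0359), and the difference from wild-type was 0.54 points (−0.46 to 1.54, permutation p = 0.26). Both alternatives were chosen after seeing the data.

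The coding share changed by −9.80 points in G325E relative to wild-type (−11.24 to −8.37, permutation p = 1e-05, adjusted 2e-05) and by −10.10 points relative to vector (−11.66 to −8.51, permutation p = 1e-05, adjusted 2e-05). Comparison at equal GC content in genes common to the 3 samples shifted both furthest, to −0.28 and −1.35 points. The 3′-UTR share differed by −0.52 points between G325E and wild-type, with an interval that includes 0 (−1.06 to 0.04, permutation p = 0.0498, adjusted 0.0679), and by −0.004 points between G325E and vector (−0.60 to 0.63, permutation p = 0.989, adjusted 0.989). The value against wild-type lay at the threshold itself, and a different random seed placed its p on the other side. With TTS peaks counted as 3′-UTR these differences became −2.13 and −2.65 points.

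Wild-type DDX3X was compared with vector in the same way, to see what overexpression of the normal protein did. The 5′-UTR share differed by −0.22 points (−1.15 to 0.71 over 2343 genes, permutation p = 0.654, adjusted 0.701), and the coding share by −0.30 points (−1.27 to 0.69, permutation p = 0.573, adjusted 0.661), neither distinguishable from 0 at this number of peaks. The 3′-UTR share was 0.52 points higher in wild-type (0.07 to 0.97, permutation p = 0.0304, adjusted 0.0457). Counting promoter-TSS and TTS peaks with the UTRs moved the 5′-UTR and coding values most, to −2.05 and 2.57 points (permutation p = 0.00457 and 0.0009, unadjusted). Coding was 1.67 points with the same number of longest peaks (permutation p = 0.00124) and −1.22 at equal GC content on canonical regions (permutation p = 0.0106). Of 16 alternatives, 10 kept both direction and side of the threshold for the 5′-UTR share and 8 for coding. For the 5′-UTR share, only counting promoter-TSS peaks as 5′-UTR crossed the threshold. The others that differed changed sign, with permutation p from 0.127 to 0.926. The coding share crossed the threshold in several settings, so that call depends on the setting. Taking the same number of longest peaks from each sample moved the 3′-UTR value most, to −1.16 points. That number is the whole vector list, so only wild-type lost its shorter peaks, and its 3′-UTR share fell from 2.711% to 1.031%. Values under this setting therefore set long wild-type peaks against all vector peaks.

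Gene by gene, the log2 ratio of 5′-UTR to coding peaks rose by a mean of 0.449 from wild-type to G325E (0.371 to 0.523 over 1208 genes, sign-flip permutation p = 1e-05, adjusted 2e-05), with 621 genes higher and 335 lower. From vector to G325E it rose by 0.279 (0.202 to 0.36 over 962 genes, permutation p = 1e-05, adjusted 2e-05), with 434 higher and 306 lower. Between vector and wild-type the change was −0.184 (−0.237 to −0.130 over 1352 genes, permutation p = 1e-05, adjusted 2e-05), with 348 higher and 570 lower. This measure depends on the number of peaks per gene. In simulated data with no change, and every gene split in the overall peak ratio of wild-type to vector, it differed by −0.4733. Real genes do not share 1 ratio, so that value does not give the size of the bias here. The change between those samples still cannot be read as a change of region. With each gene thinned to the same number of peaks, an alternative chosen after seeing the data, the rise was 0.204 from wild-type to G325E (0.138 to 0.268, permutation p = 1e-05) and 0.198 from vector to G325E (0.131 to 0.264, permutation p = 1e-05). The thinned change between vector and wild-type was 0.038 (−0.008 to 0.084, permutation p = 0.109). Weighting peaks by length moved the G325E values most, to 0.913 and 0.810, whereas equal peak numbers turned the change between vector and wild-type to 0.118. The equal number trims wild-type alone, since vector keeps every peak.

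The position of peaks along coding sequences was examined on canonical transcripts (0 at the start codon and 1 at the stop codon). Mean position was 0.492 in vector (6881 peaks), 0.50 in wild-type (12163 peaks) and 0.393 in G325E (7119 peaks). Coding peaks in the first 10% of the coding sequence made up 14.2% in vector (95% Wilson interval 13.4 to 15.1), 13.4% in wild-type (12.8 to 14.0) and 23.6% in G325E (22.7 to 24.6). The mean in G325E differed by −0.107 from wild-type (−0.119 to −0.094, permutation p = 1e-05, adjusted 2e-05) and by −0.099 from vector (−0.112 to −0.085, permutation p = 1e-05, adjusted 2e-05). That in wild-type differed from vector by 0.008 (−0.002 to 0.018, permutation p = 0.108, adjusted 0.134). At equal GC content, in genes with peaks in all samples, the G325E differences were smallest, −0.0211 and −0.0166. Use of the peak's 5′ end gave 0.0130 for wild-type against vector.

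**Figure D3:**
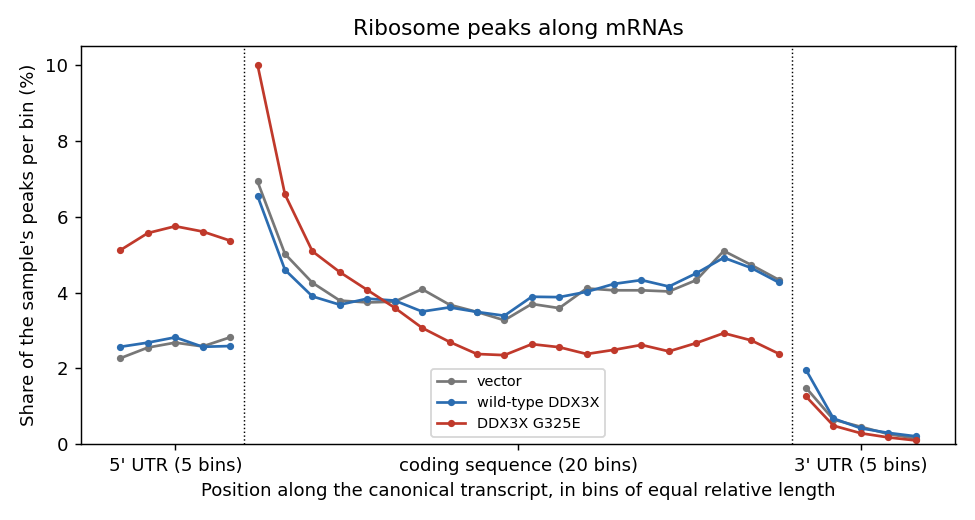
Percent of each sample's peaks on canonical transcripts that fall in each of 5 bins of the 5′-UTR, 20 of the coding sequence and 5 of the 3′-UTR (1 library per line). The first coding bin holds 10.01% of G325E peaks, 6.93% of vector and 6.55% of wild-type peaks, and the G325E line runs below the others over the later part of the coding sequence.

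The GC content of the genome around each peak, examined after the shares had been seen, also separated the samples. In coding sequence its mean was 58.7% in vector (SD 12.2 over 5550 peaks), 58.1% in wild-type (SD 12.4 over 10277 peaks) and 67.6% in G325E (SD 12.7 over 5575 peaks). For 5′-UTR peaks the means were 70.0%, 69.5% and 76.7% in the same order (SD 12.4, 12.0 and 11.2 over peaks). When the samples were compared only among peaks of equal GC content, the 5′-UTR share in G325E was 2.81 points above wild-type (1.63 to 3.98, permutation p = 1e-05) and 2.95 points above vector (1.58 to 4.31, permutation p = 6e-05).

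**Figure D4:**
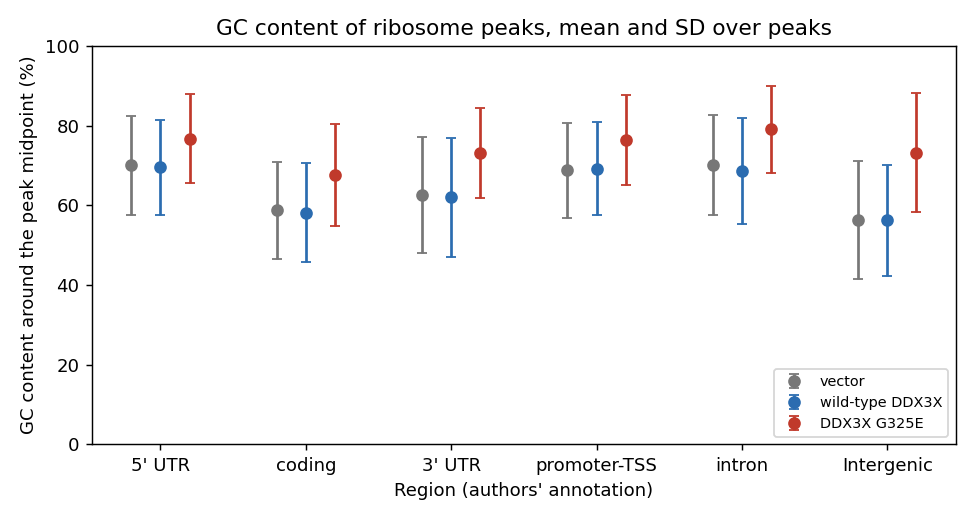
Mean GC content (percent) of the genome around peak midpoints, with the SD over peaks as error bars, for each sample and annotated region (1 library each). DDX3X G325E lies above vector and wild-type DDX3X in every region, at 67.6% against 58.7% and 58.1% in coding sequence.

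Overlap of the lists was then described. Of the G325E peaks, 47.27% overlapped a wild-type peak by at least 1 bp (7412 of 15680, 95% Wilson interval 46.49 to 48.05) and 35.43% a vector peak (5555, 34.68 to 36.18). Of the wild-type peaks, 41.63% overlapped a vector peak (8292 of 19920, 40.94 to 42.31). The Jaccard index, the bases shared as a percent of all bases covered, was 26.65 for G325E and wild-type, 26.61 for G325E and vector and 42.23 for wild-type and vector. Limiting the lists to genes with peaks in all 3 samples raised the overlaps most, to 63.67%, 56.35% and 58.22% in the order given.

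After scaling to the same total, 321 of 1214 genes had at least 2-fold more peaks in G325E than in wild-type and 108 at least 2-fold fewer (no replicates, no test). Against vector these were 94 and 165 of 967 genes, and for wild-type against vector 73 and 265 of 1357. Most genes had few peaks, so that 1 peak more or fewer can cross the limit. Which direction held more genes depended on the scaling. With scaling by the median of the per-gene ratios, 155 genes were higher and 286 lower in G325E than in wild-type, and 295 were higher and 75 lower in wild-type than in vector.

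Among genes with at least 10 peaks in each sample, the largest rise in 5′-UTR share was seen for HNRNPU (GRCh37, chromosome 1, 245013599 to 245027845, minus strand), with 2 of 10 peaks in the 5′-UTR in G325E, 1 of 19 in wild-type and 1 of 15 in vector, a rise of 13.3 points. U2AF2 (chromosome 19, 56166401 to 56186082, plus strand) had 13 of 15 in G325E, 9 of 16 in wild-type and 9 of 12 in vector, a rise of 11.7 points. With canonical regions only 3 G325E peaks of U2AF2 were counted, and the rise was 8.3 points. P4HB (chromosome 17, 79801042 to 79818411, minus strand) rose by 10.2 points, JUN (chromosome 1, 59246463 to 59249719, minus strand) by 6.9 and MAF (chromosome 16, 79627735 to 79634634, minus strand) by 6.0. The 95% Wilson intervals of the G325E share were wide for each, from 5.7% to 51.0% for HNRNPU and from 62.1% to 96.3% for U2AF2, and overlapped those of wild-type for all 5 genes. Weighting by length changed the HNRNPU value most, to −5.0 points.

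Of the genes whose proteins the study assayed, SET (chromosome 9, 131451501 to 131458675, plus strand) had 9, 10 and 6 coding peaks in vector, wild-type and G325E, and GNB2L1 (named RACK1 in the annotation, chromosome 5, 180663897 to 180670906, minus strand) had 9, 10 and 9. HNRNPA2B1 (chromosome 7, 26229547 to 26240366, minus strand) had 6, 8 and 0, and PNN (chromosome 14, 39644458 to 39652424, plus strand) had 3, 7 and 0. HELLS (chromosome 10, 96305545 to 96361856, plus strand) had 0, 4 and 2. Promoter-TSS peaks are not in these numbers. In the same order they were 1, 5 and 8 for SET, 5, 4 and 2 for GNB2L1, and 5, 7 and 7 for HNRNPA2B1. For HELLS they were 0, 2 and 1, and PNN had 0 in each sample. For EEF1A1 (chromosome 6, 74225473 to 74230755, minus strand), which encodes an abundant elongation factor, coding peaks numbered 12 in vector, 21 in wild-type and 0 in G325E (no replicates). These counts are not scaled between samples. Coding GC content was low in the genes with 0 coding peaks in G325E: 45.4% for HNRNPA2B1, 45.5% for PNN and 48.2% for EEF1A1. It was lower still in SET (41.8%) and HELLS (38.5%), which kept peaks. Of genes with at least 5 wild-type peaks in the lowest of 4 GC classes, 49.5% had no G325E peak and 26.1% no vector peak. Absent G325E peaks therefore cannot be told apart from the GC content difference between the libraries.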

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

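Peaks outside the 3 compared regions, and peaks on the strand opposite to the gene, were looked at in all samples, with vector as the control. In these classes 6 shares stood above vector with 95% Wilson intervals apart. The promoter-TSS, intron and rRNA repeat shares were flagged because they are signal in rows that the main comparisons do not use. Opposite-strand peaks lie partly inside the compared regions. Keeping only peaks on the gene's strand lowered the G325E peaks there from 7089 to 6517. Every sample is 1 library (no replicates). The predictions for these shares were written before their tests were run, but the mean GC content of peaks per region had already been seen.

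Promoter-TSS peaks made up 34.69% of G325E peaks (33.95 to 35.44) and 23.00% of vector peaks (22.23 to 23.78), a difference of 11.70 points. At equal GC content 3.97 points were left (2.45 to 5.43, permutation p = 1e-05, the smallest the resamples can give), and with the same number of longest peaks per sample 11.12 points were left. The test at equal peak number keeps the longest peaks and so also changes which kinds of peak are compared, here and for the shares that follow. Vector keeps all its peaks there, so only the other sample is trimmed. It is not a test of read depth. Comparison at equal GC content removed most of the excess but not all, and the pattern cannot be told apart from a GC content bias between the libraries. A difference in read depth is not excluded either. The promoter-TSS class also holds 5′-UTR and coding peaks. In a canonical 5′-UTR lay 27.0% of those in G325E and 21.0% in vector. Canonical coding sequence held 19.9% in G325E and 30.2% in vector.

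Intron peaks made up 13.09% in G325E, 11.13% in wild-type and 9.89% in vector. For G325E the raw difference of 3.20 points became −1.59 at equal GC content (permutation p = 0.00157) and −0.84 at equal peak number, so a GC content bias or the choice of peaks may account for it. For wild-type the raw 1.24 points became 1.38 at equal GC content (permutation p = 0.0004), which leaves the excess in place, and −6.35 at equal peak number. No biological reading was reached for either.

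Peaks on the strand opposite to the gene made up 9.86% of peaks on canonical transcripts in G325E, 6.51% in wild-type and 5.30% in vector. The G325E excess of 4.56 points was 0.51 at equal GC content (permutation p = 0.257) and 1.42 at equal peak number, so a GC content bias is a candidate explanation. The wild-type excess of 1.20 points was 1.32 at equal GC content (permutation p = 7e-05) and −3.45 at equal peak number. Antisense transcripts were not tested for.

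Peaks annotated to rRNA repeats made up 0.36% of G325E peaks (57 peaks on 12 chromosomes, the mitochondrial one included) and 0.00% of vector and wild-type peaks. The excess was 0.48 points at equal GC content (permutation p = 1e-05) and 0.45 at equal peak number. With 0 such peaks in vector, neither comparison could have removed it, so neither bears on GC content or peak number as an explanation. Of the 57 peaks, 50 (87.7%) lay in stretches where the wild-type list skips a peak number. Among 8211 other G325E peaks that overlap no wild-type peak, 40.4% did (Fisher's exact p = 3e-13). That test counts each peak as independent, but the rRNA repeat peaks cluster, with 9 between positions 108297351 and 108297835 of chromosome X. Neighbouring peaks can share a stretch, so the p-value overstates the evidence. The 57 peaks may have been removed from the vector and wild-type lists and left in the G325E list. Unequal filtering by the authors remains as an explanation, and the pattern is not called biological.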

How the results depend on the processing

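The alternatives marked here as added later were chosen after seeing the data, as were all alternatives for the named genes, and the others were fixed before the processed files arrived, together with the groups, the tests and the rule for named genes. Direction and side of the threshold were unchanged under every alternative run for the 5′-UTR and coding share of G325E against vector (16 alternatives each). The same held for the per-gene log2 ratio and the position of coding peaks of G325E against both others (13 each). Equal GC content was not among those run for the log2 ratio. The rises of U2AF2, P4HB and JUN, which were not tested, kept their direction (5 each, all added later). For U2AF2 the alternative with canonical regions rests on only 3 G325E peaks. The sizes of these results did change: the 5′-UTR difference from vector ran from 1.258 to 18.685 points. Of the headline rows, 182 were unchanged, 36 moved, 23 reversed, 14 were weaker and 9 stronger.

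Equal GC content in genes with peaks in all 3 samples (added later) took the 5′-UTR share of G325E against wild-type to 0.540 points (permutation p = 0.26) and the coding share to −0.280. It gave −0.259 and 0.090 for the 3′-UTR share of G325E against wild-type and vector, and 0.706, −1.041 and 0.335 for the 5′-UTR, coding and 3′-UTR share of wild-type against vector. This setting removes both the GC difference between the libraries and genes seen in only some of them, which may be what carries most of the 5′-UTR excess. Equal GC content alone gave 0.129 for the 5′-UTR share of wild-type against vector. With canonical regions as well it gave 0.689 there, −1.219 for coding, and −0.824 for the 3′-UTR share of G325E against vector.

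Canonical regions alone (added later) gave −0.699 for the 3′-UTR share of G325E against vector and 0.314 for the 5′-UTR share of wild-type against vector. Counting promoter-TSS and TTS peaks with the UTRs (added later) gave −2.652 for the former, and −2.051, 2.569 and −0.518 for the 5′-UTR, coding and 3′-UTR share of wild-type against vector. Both return peaks near transcript ends that the annotation had put in other classes. Counting all promoter-TSS peaks as 5′-UTR also relabels those that lie in coding sequence. Peaks on the gene's strand only (added later) gave −0.098 and 0.040 for the 3′-UTR share of G325E against wild-type and vector, and 0.298 and 0.138 for the coding and 3′-UTR share of wild-type against vector.

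Length settings moved small 3′-UTR differences, because 3′-UTR peaks are mostly short: in wild-type the 3′-UTR share was 2.711% of all peaks and 0.81% of those of at least 30 bp. Peaks of at least 20 bp gave −0.384 for the 3′-UTR share of G325E against wild-type, 0.028 and 0.326 for the coding and 3′-UTR share of wild-type against vector, and 43.59% for their overlap. At 30 bp the 3′-UTR share of G325E against wild-type was 0.123, overlaps were 50.06%, 38.29% and 48.79% (G325E with wild-type, G325E with vector, wild-type with vector), and wild-type against vector gave 0.311 for coding, −0.162 for 3′-UTR and 0.0107 for position. The same number of longest peaks gave 0.602, overlaps of 44.61%, 39.25% and 52.32%, then 1.671, −1.159 and 0.0102 for those results, with 0.118 for the log2 ratio of wild-type against vector. Vector is left whole in this setting, so values against it compare a trimmed list with an untrimmed one. Weighting by length gave 0.036, 0.20 and −0.082 for the coding share, 3′-UTR share and log2 ratio of wild-type against vector, and (added later for these genes) −5.0 and −3.6 points for HNRNPU and MAF, whose 5′-UTR peaks are few. Thinning (added later), which gives both samples the same number of peaks per gene, gave 0.038 for that log2 ratio, and lowered it from 0.449 to 0.204 for G325E against wild-type and from 0.279 to 0.198 against vector, and the peak's 5′ end gave 0.0130 for position.

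Genes with peaks in all 3 samples gave smaller differences of G325E from wild-type and vector. These were 4.686 and 4.736 points for the 5′-UTR share, −4.734 and −5.088 for coding, and −0.0488 and −0.0411 for position. The same genes gave 0.048 and 0.352 for the 3′-UTR share of G325E against wild-type and vector. For wild-type against vector they gave 0.049 and 0.304 for the 5′-UTR and 3′-UTR share. Overlaps were 63.67%, 56.35% and 58.22%, since genes missing from a list cannot overlap. Without the 1% of genes with the most peaks, overlaps were 45.66%, 33.82% and 40.54%, and the 3′-UTR share of G325E against vector was 0.033. Without ribosomal protein genes, overlaps were 46.28%, 34.24% and 40.64%, and the 3′-UTR share of G325E against wild-type was −0.526 (permutation p = 0.0555). Swaps within chromosomes left −0.524 (permutation p = 0.0851) and, for wild-type against vector, 0.520 (permutation p = 0.106), as they have fewer units. Stricter overlap rules gave 35.98%, 27.53% and 35.76% (at least 0.5 of both peaks), 41.82%, 31.26% and 37.33% (10 bp), and 45.71%, 34.31% and 40.73% (same strand).

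Scaling by the median of the per-gene ratios gave 155 genes higher and 286 lower in G325E than in wild-type, 172 higher in G325E than in vector, and 295 higher and 75 lower in wild-type than in vector. It assumes that the typical gene has the same number of peaks in both samples, while scaling to the total does not. With at least 5 peaks in each sample, 76 were higher and 6 lower of 368 genes (G325E against wild-type), 8 and 14 of 269 (G325E against vector), and 2 and 96 of 448 (wild-type against vector). Few genes have enough peaks for such counts, and the 3′-UTR results rest on 137, 315 and 155 peaks, so small 3′-UTR differences are not resolved at these peak numbers. Some settings added later enlarged the 3′-UTR difference of G325E from wild-type, while those above weakened or reversed it. It was −1.046 at equal GC content (permutation p = 7e-05), −1.252 with canonical regions and −1.505 with both (permutation p = 1e-05 each).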

Other observations

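The higher 5′-UTR share in G325E was set against technical explanations. At equal GC content 2.809 points of the difference from wild-type were left (27.2% of it), just above the part (0.25) fixed beforehand as the limit under which GC content would have been taken to account for it. A higher GC content of G325E peaks was also seen away from the 5′ end. In the last 50% of coding sequences they were 2.44 points higher in GC than wild-type peaks of the same gene (permutation p = 1e-05 over 599 genes, 359 higher). Outside mRNA, intergenic peaks were 17.04 points higher (13.41 to 20.40, permutation p = 1e-05), against −0.01 between wild-type and vector. A shift in regions without translated mRNA may come from the library and not from translation, so the 5′-UTR pattern cannot be told apart from a GC content bias.

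Missing list entries bear on the same pattern. Putting the missing peaks back with the 5′-UTR share of the G325E peaks found in the short intervals (up to 2000 bp) that skip a number left 8.25 points against wild-type and 7.97 against vector. Those intervals hold only 1722 of 3099 and 999 of 1952 missing numbers. If every missing peak were a 5′-UTR peak, the difference would be −8.87 points, but this bound takes an extreme case. Among G325E peaks in the wild-type intervals, 41.2% lay in the compared regions, and 29.84% of those were 5′-UTR peaks. What the missing rows held is not known, so unequal filtering is not excluded. Against wild-type, equal peak numbers left 11.076 points, removal of the genes with the most peaks 10.966, canonical regions 14.201 and peaks on the gene's strand 10.229. So a few genes, the annotation's order of classes and antisense peaks leave the difference in place. In genes with peaks in all 3 samples it was smaller, at 4.686 points (3.551 to 5.775, permutation p = 1e-05). The test at equal peak number keeps the longest peaks and is not a test of read depth. The study's supplement reports non-duplicated mapped reads per library, fewest in G325E and most in wild-type. They were not used in any test here, so an effect of read depth is not excluded. A mislabelled sample was judged from DDX3X itself: 9 peaks in G325E and 0 in vector set these apart, but an exchange of wild-type and G325E is not excluded. Libraries were single and the labels name no batch, so a batch difference could not be tested. The pattern is not called biological.

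The nearer position of coding peaks to the start codon kept −0.055 at equal GC content (51.5% of it, −0.0675 to −0.0432, permutation p = 1e-05). In genes with peaks in all 3 samples as well it was −0.0211 (−0.0327 to −0.0094, permutation p = 0.0002). A GC content bias may thus account for part of the shift, but matching on GC content did not remove all of it. What remains is a difference between single libraries and is not called biological. In coding sequences of at least 1000 codons the share of peaks past codon 500 differed by −24.64 points from wild-type (−33.51 to −16.49, permutation p = 1e-05 over 256 genes). This restates the shift in long coding sequences and so is no independent test of run-off. Longer run-off after harringtonine would move ribosomes the other way, but shorter or less complete run-off in G325E could give this shift and was not tested here. In a separate labelling assay the study found ribosome half-transit times about equal for vector, wild-type and G325E, which speaks against slower elongation. That assay did not measure run-off after harringtonine, so less complete run-off is not excluded.

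Across genes, which are not independent replicates, the log2 ratio of peaks between G325E and wild-type rose with the GC content of the coding sequence (Spearman's rho 0.148, Pearson's r 0.150, permutation p = 1e-05 for both, adjusted 2e-05 for rho, 1108 genes, 91.3% with a value). This was 1 of 5 relations computed, and it fits a GC content bias as well as an effect on GC-rich mRNAs. The same relation was 0.207 (r 0.212) against vector (permutation p = 1e-05 for both). For wild-type against vector it had the opposite sign, at −0.059 (r −0.056, permutation p = 0.0377 and 0.0489, adjusted 0.0471 for rho). Among genes with at least 5 wild-type peaks, those with no G325E peak fell from 49.5% in the lowest of 4 equal classes of GC content to 23.9% in the highest, while those with no vector peak ran from 26.1% to 36%.

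A larger effect on genes with long 5′-UTRs was also tested. The rise of the log2 ratio in G325E over wild-type correlated across genes with 5′-UTR length (rho 0.138, r 0.131, permutation p = 1e-05 and 2e-05, adjusted 2e-05 for rho, 1102 genes), and for wild-type over vector the values were 0.052 and 0.041 (permutation p = 0.0698 and 0.147, adjusted 0.0698 for rho). Both used genes thinned to equal peak numbers, and r was taken on the log2 of the length. Whether the correlations differ was not tested. The annotation puts peaks near a transcription start site in the promoter-TSS class first, so a short 5′-UTR leaves little room for 5′-UTR peaks. Any general rise in 5′-UTR peaks could then correlate with length, so the correlation does not show a larger effect on long 5′-UTRs. Peaks on upstream AUG codons were not enriched: they occurred at 0.884 times the rate of random places in the same 5′-UTRs in G325E (0.787 to 0.980), 0.989 in wild-type and 0.879 in vector.

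On DDX3X, the 9 G325E peaks lay between codons 486 and 615, while 14 of 31 wild-type coding peaks lay in the first 50%. That is opposite to the shift over all genes. Mean GC content was 45.8% around the wild-type peaks and 48.7% around those of G325E. No explanation was tested.

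The predictions for GC content away from the 5′ end and outside mRNA, for missing peaks in the 5′-UTR pattern, for the annotation's order of classes, for run-off and for a mislabelled sample were written only after the results were seen. The GC content predictions written before their tests came after the mean GC content per region was known.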
